# Cholesterol Regulates Innate Immunity via Nuclear Hormone Receptor NHR-8

**DOI:** 10.1016/j.isci.2020.101068

**Published:** 2020-04-18

**Authors:** Benson Otarigho, Alejandro Aballay

**Keywords:** Biochemistry, Immunity, Microbial Metabolism

## Abstract

Cholesterol is an essential nutrient for the function of diverse biological processes and for steroid biosynthesis across metazoans. However, the role of cholesterol in immune function remains understudied. Using the nematode *Caenorhabditis elegans*, which depends on the external environment for cholesterol, we studied the relationship between cholesterol and innate immunity*.* We found that the transporter CHUP-1 is required for the effect of cholesterol in the development of innate immunity and that the cholesterol-mediated immune response requires the nuclear hormone receptor NHR-8. Cholesterol acts through NHR-8 to transcriptionally regulate immune genes that are controlled by conserved immune pathways, including a p38/PMK-1 MAPK pathway, a DAF-2/DAF-16 insulin pathway, and an Nrf/SKN-1 pathway. Our results indicate that cholesterol plays a key role in the activation of conserved microbicidal pathways that are essential for survival against bacterial infections.

## Highlights

• Cholesterol is required for *C. elegans* immunity against *P. aeruginosa* infection
• Cholesterol is required during animal development for proper immunity and lifespan
• CHUP-1 is required for the effect of cholesterol in defense against infection
• Cholesterol acts through NHR-8 to transcriptionally regulate immune genes

## Introduction

Cholesterol is an important nutrient and precursor for bile, vitamin D, oxysterols, and steroid hormones (Magner et al., 2013, Prabhu et al., 2016). In addition, it plays an important role in diverse biological processes, including metabolism, membrane structure, and cell signaling (Ihara et al., 2017, Kawasaki et al., 2013, Magner et al., 2013, Shanmugam et al., 2017), and has been implicated in the regulation of lifespan and aging (Chen et al., 2019, Cheong et al., 2011, Cheong et al., 2013, Ihara et al., 2017, Lee et al., 2005, Lee et al., 2007, Lee and Schroeder, 2012, Magner et al., 2013, Shanmugam et al., 2017). Despite this wealth of information about cholesterol's functions, there is little information about its role in the immune system, which is essential for defense against invading pathogens.

Vertebrates have a functional mevalonate pathway that is involved in the synthesis of cholesterol and other useful lipids that are synthesized from acetyl-CoA through the activity of the 3-hydroxy-3-methyl-glutaryl-coenzyme A reductase (Sapir et al., 2014). Although the mevalonate pathway is evolutionarily conserved in the nematode *Caenorhabditis elegans*, the animal lacks this reductase (Rauthan and Pilon, 2011). Thus, *C. elegans* depends on the external environment for cholesterol or other sterol supplements (Chitwood and Lusby, 1991, Hieb and Rothstein, 1968, Shanmugam et al., 2017). The possibility of tightly controlling cholesterol concentrations has facilitated the use of *C. elegans* to study cholesterol and lipid homeostasis to answer critical biological questions about health and longevity (Cheong et al., 2011, Cheong et al., 2013, Ihara et al., 2017, Magner et al., 2013, Shanmugam et al., 2017).

*C. elegans* imports cholesterol via conserved cholesterol transporters, such as CHUP-1 (cholesterol uptake associated) (Méndez-Acevedo et al., 2017, Valdes et al., 2012, Whangbo et al., 2017), NPC1 (Ikonen, 2008, Rosenbaum et al., 2009, Smith and Levitan, 2007), and other related proteins (Brown et al., 2008, Chen et al., 2016, Chen et al., 2019, Zhang et al., 2017). At the cellular level, different nuclear hormone receptors (NHRs), such as NHR-8, NHR-25, NHR-48, NHR-49, and NHR-80, bind and/or regulate cholesterol, lipids, hormone hemostasis, and metabolism in *C. elegans* (Antebi, 2006). In addition to their role in the coordination of metabolism, NHRs play key functions in the control of development, reproduction, and homeostasis (Bodofsky et al., 2017, Houthoofd et al., 2002, Piskacek et al., 2019, Ratnappan et al., 2016, Wang et al., 2015).

Here we investigated the relationship between cholesterol and innate immune defense in *C. elegans*. We found that cholesterol is required for proper development of immune defense against infection by the pathogen *Pseudomonas aeruginosa* and that the transporter CHUP-1 is required for the function of cholesterol in immunity. We also found that the cholesterol-mediated immune response requires NHR-8 to transcriptionally regulate immune genes that are controlled by conserved immune pathways, including a p38/PMK-1 MAPK pathway, a DAF-2/DAF-16 insulin pathway, and an Nrf/SKN-1 pathway. Our findings indicate that the innate immune system requires cholesterol to engage an NHR-8 immune pathway that primarily controls PMK-1 and is essential for host immune defense against pathogens.

## Results

### Cholesterol Is Required for *C. elegans* Defense against *P. aeruginosa* Infection

To study the role of cholesterol in innate immunity, we performed infections with the pathogen *P. aeruginosa* using wild-type *C. elegans* previously grown on lawns of *E. coli* in the absence of cholesterol supplementation; with 5 μg/mL cholesterol, which is the standard laboratory concentration to propagate the nematodes; and with 20 μg/mL cholesterol. Because strict sterol-free conditions affect the development of the animal, reduce the brood size, and result in dauer formation in the second generation (Matyash et al., 2004, Merris et al., 2003), in our studies we used conventional nematode growth media, which contains sufficient sterols to support *C. elegans* development. As shown in Figure S1, the absence or presence of cholesterol supplementation did not change the brood size or the development of the animals. To further address whether the absence of cholesterol supplementation affects the development of the animal, we used the GR1452 strain, which is a reporter of gene *col-19* that is sharply expressed at the late L4/young adult transition (Hayes et al., 2011). The absence of cholesterol supplementation did not affect the expression of GFP driven by the promoter of *col-19*, suggesting that the development of the animals under different cholesterol concentrations is similar (Figure S1C-D). Although GFP could accumulate over time and the results might vary when looked at specific time points before and after the molting, we did not observe any delay in the development of the animals into young adults (Figure S1A), which were used in our survival studies. We found that young adult animals grown in the absence of cholesterol supplementation were more susceptible to *P. aeruginosa-*mediated killing than animals grown in the presence of 5 μg/mL cholesterol (referred to as control cholesterol) (Figure 1A). In contrast, animals grown on plates containing 20 μg/mL cholesterol (referred to as high cholesterol) were more resistant to pathogen infection than animals grown on control plates (Figure 1A), indicating that cholesterol was required for *C. elegans* defense against *P. aeruginosa* infection.

**Figure 1:**
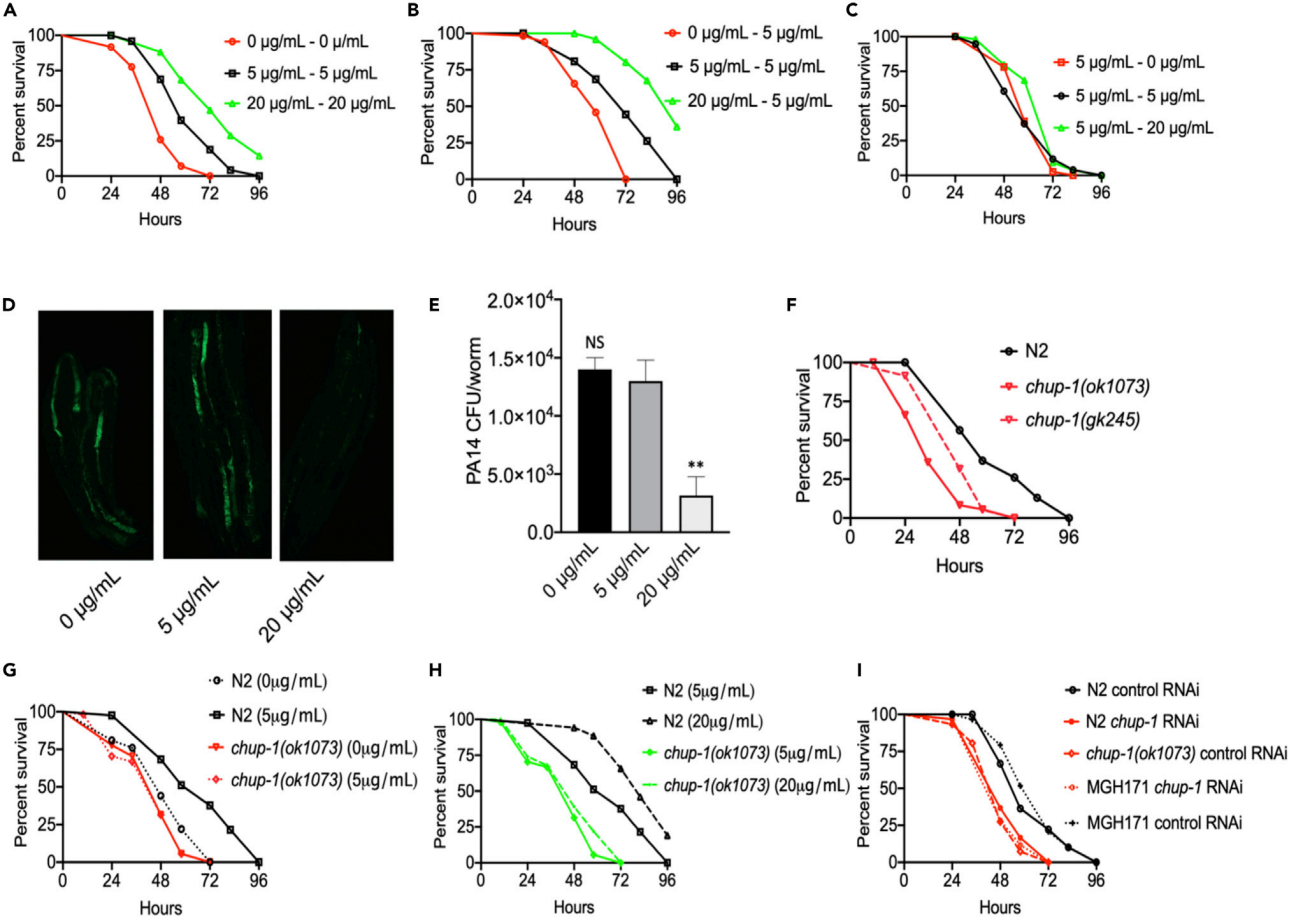
Cholesterol Is Required for *C. elegans* Resistance against *P. aeruginosa* (A) Wild-type animals were grown in the absence of cholesterol supplementation (0 μg/mL) or at different cholesterol concentrations, exposed to *P. aeruginosa* cultured on the same cholesterol concentrations, and scored for survival. WT animals grown on 5 μg/mL cholesterol (control) versus 0 μg/mL, P < 0.0001; 20 μg/mL, P < 0.0001. (B) WT animals were grown on different cholesterol concentrations, exposed to *P. aeruginosa* cultured at the control cholesterol concentration (5 μg/mL) and scored for survival. WT animals grown on 5 μg/mL cholesterol (control) versus 0 μg/mL, P < 0.0001; 20 μg/mL, P < 0.0001. (C) WT animals were grown on control cholesterol concentration (5 μg/mL), exposed to *P. aeruginosa* cultured on different cholesterol concentrations (0, 5 and 20 μg/mL) and scored for survival. WT animals grown on 5 μg/mL cholesterol (control) versus 0 μg/mL, P = NS; 20 μg/mL, P = NS. (D) WT animal colonization by *P. aeruginosa*-GFP after 24 h at 25°C. (E) Colony-forming units per animal grown on *P. aeruginosa* -GFP after 24 h at 25°C. Bars represent means, whereas error bars indicate SD; ∗∗p < 0.05, NS = not significant. (F) *chup-1(ok1073)* mutants were grown on 5 μg/mL cholesterol (control), exposed to *P. aeruginosa*, and scored for survival. WT animals versus *chup-1(ok1073)* and *chup-1(gk245),* P < 0.0001. (G) *chup-1(ok1073)* mutants were grown on 0 and 5 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. WT animals grown on 5 μg/mL cholesterol (control) versus 0 μg/mL, P < 0.0001; *chup-1(ok1073)*, P < 0.0001. (H) *chup-1(ok1073)* mutants were grown on 20 and 5 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. WT animals grown on 5 μg/mL cholesterol (control) versus 20 μg/mL, P < 0.0001; *chup-1(ok1073)* 20 μg/mL, P < 0.0001; *chup-1(ok1073)* 5 μg/mL, P < 0.0001. (I) Control, MGH171(*chup-1* RNAi), WT (*chup-1* RNAi) animals were grown on 5 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. WT on control RNAi versus *chup-1(ok1073)* control RNAi, P < 0.0001; WT *chup-1* RNAi, P < 0.0001; MGH171 *chup-1* RNAi, P < 0.0001; MGH171 control RNAi, P = NS.

To address the possibility that the absence of cholesterol supplementation might reduce the virulence of *P. aeruginosa,* we only changed the cholesterol concentrations prior to infection. As shown in Figure 1B, the presence or absence of cholesterol supplementation before infection affected the susceptibility of the animals to *P. aeruginosa*. Consistent with the idea that cholesterol acts on the host immune system rather than on *P. aeruginosa* virulence, there was no significant difference in the susceptibility of animals grown on standard cholesterol concentrations and animals infected with *P. aeruginosa* grown on different cholesterol concentrations (Figure 1C). The effect of cholesterol-mediated immune defense on *P. aeruginosa* bacterial colonization was examined by visualizing bacteria expressing GFP and quantifying the number of bacterial cells in the intestine of the animals. Although the absence of cholesterol supplementation had no effect on bacterial burden, high cholesterol significantly reduced it (Figures 1D and 1E). Taken together, our findings indicate that cholesterol is required during the development of *C. elegans* for proper resistance against *P. aeruginosa* infection.

Because several studies have indicated that cholesterol is critical for *C. elegans* lifespan (Cheong et al., 2011, Cheong et al., 2013, Ihara et al., 2017, Lee et al., 2005, Lee and Schroeder, 2012, Magner et al., 2013, Shanmugam et al., 2017), we studied the effect of different cholesterol concentrations on the survival of animals grown on control *E. coli*. Although animals grown in the absence of cholesterol supplementation exhibited a shorter lifespan, those grown on high cholesterol exhibited a longer lifespan than control animals (Figure S2A). Because *E. coli* proliferation is a cause of death in *C. elegans* (Garigan et al., 2002, Sutphin and Kaeberlein, 2009) and animals deficient in the immune response are persistently colonized and killed by *E. coli* (Kerry et al., 2006, Singh and Aballay, 2006, Tenor and Aballay, 2008), we examined the effect of cholesterol on the lifespan of animals on lawns of heat-killed *E. coli.* The survival of animals grown in the absence of cholesterol supplementation was not significantly different from that of control animals, indicating that the absence of cholesterol supplementation did not significantly affect lifespan. In contrast, the animals that were grown on high cholesterol had a slightly longer lifespan than the control animals (Figure S2B). These findings indicate that cholesterol is required for defense against infection and that cholesterol supplementation during animal development may not only boost the immune response but also improve the lifespan of the animals.

*C. elegans* is auxotrophic for cholesterol (Chitwood and Lusby, 1991, Hieb and Rothstein, 1968) and requires different proteins to bind and transport cholesterol (Brown et al., 2008, Chen et al., 2016, Chen et al., 2019, Huber et al., 2006, Kamal et al., 2019, Méndez-Acevedo et al., 2017, Ranawade et al., 2018, Sym et al., 2000, Valdes et al., 2012, Zhang et al., 2017). Thus, we investigated the roles of different transporters in the cholesterol-mediated immune response by exposing loss-of-function mutants in genes known to encode cholesterol transporters to *P. aeruginosa.* We found that animals carrying deletions in genes *chup-1* and *sms-5* showed enhanced susceptibility to *P. aeruginosa-*mediated killing at control cholesterol concentrations (Figures 1F, 1G, and S3). However, only *chup-1* mutation suppressed the enhanced resistance to *P. aeruginosa-*mediated killing induced by high cholesterol (Figure 1H), suggesting that CHUP*-*1 is the only required transporter for the effect of high cholesterol supplementation on pathogen resistance. The intestinal contribution of CHUP-1 in cholesterol-mediated defense was examined by utilizing a *C. elegans* strain capable of RNAi activity only in the intestine (strain MGH171), in which RNAi knockdown of CHUP-1 completely suppressed the effect of high cholesterol on *C. elegans* resistance to *P. aeruginosa* infection (Figures 1I, S3C, and S3D). These results suggest that CHUP-1 is required in the intestine to mediate the effect of cholesterol on pathogen resistance.

### Transcriptomics Identification of Cholesterol-Dependent Immune Genes

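The RNA-seq data analyzed here are from wild-type C. elegans grown without cholesterol supplementation (0 μg/mL) or on the control concentration (5 μg/mL). Each group has 3 libraries, lettered A to C. The paper states that it used L4 animals for gene expression, but the stage was not recorded per library. A difference in stage between the groups stays open, since genes for yolk proteins and the major sperm protein differed strongly between them. Animals grown on 20 μg/mL cholesterol were not analyzed here. The libraries were sequenced on a BGISEQ-500 instrument, and the authors deposited the number of reads counted on each gene by HTSeq-count, without normalization. The aligner, the genome build, the annotation and the strand setting are not given in the sources used here. The counts on genes summed to 10399970, 10467237 and 10523511 in libraries A, B and C labelled 5 μg/mL, and to 10615214, 10496006 and 10475711 in libraries A, B and C labelled 0 μg/mL. Between 15003 and 15039 genes had at least 1 count in a library labelled 5 μg/mL, and between 16748 and 16950 in a library labelled 0 μg/mL. The 10 genes with the most counts took 14.9% to 15.4% of the counts at 5 μg/mL and 7.07% to 8.62% at 0 μg/mL, so counts were normalized by the TMM method of edgeR, whose factors were 0.914, 0.915 and 0.916 at 5 μg/mL and 1.24, 1.01 and 1.04 at 0 μg/mL. Libraries B and C labelled 5 μg/mL did not differ beyond the sampling noise, with a chi-square of 1.01 per degree of freedom over 11345 genes (p = 0.139), whereas the other pairs of libraries within a group gave 9.59 to 90.5. Libraries B and C were therefore counted as 1 sample in means and SDs, which leaves n = 2 at 5 μg/mL and n = 3 at 0 μg/mL. Normalized levels are given as CPM, the count per 1000000 counts of the library after TMM scaling. Genes with too few counts for a comparison were removed by edgeR's filterByExpr, which left 12595 of the 19336 genes with a count. These were tested over all 6 libraries with edgeR's 2-sided quasi-likelihood test, and fold changes are given as the libraries labelled 0 μg/mL relative to those labelled 5 μg/mL. The threshold was that in the title of Table S1, over 5-fold with an unadjusted p under 0.05, and calls at a Benjamini-Hochberg adjusted p under 0.05 are given beside it. For a single measure, 3 libraries against 3 allow no permutation p under 0.10, and with libraries B and C labelled 5 μg/mL as 1 sample none under 0.20.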

To gain insights into the host defense mechanisms that require cholesterol to combat bacterial infections, we performed transcriptomics analyses to identify genes that were upregulated in animals grown on high cholesterol or downregulated in animals grown in the absence of cholesterol supplementation relative to animals grown on the control cholesterol concentration (Table S1). Overall, the gene expression data showed an important overlap between genes that were upregulated by high cholesterol and those that were downregulated in the absence of cholesterol supplementation (Figure 2A). 

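In the libraries labelled 0 μg/mL, 478 genes were lower and 2731 genes were higher over 5-fold than in those labelled 5 μg/mL. At an adjusted p under 0.05, 4123 genes were lower and 5549 were higher. The values of the groups did not overlap in 10119 genes, 80.3% of those tested, where chance gives 10% for 6 independent libraries and 20% with libraries B and C labelled 5 μg/mL as 1 sample. Among the changes in processing at this threshold, testing without a filter on low counts moved these numbers most, to 846 lower and 3693 higher genes. By the naming rule set for this comparison, the largest falls were in clec-266 (713 counts over the libraries labelled 5 μg/mL and 4 over those labelled 0 μg/mL), cut-3 (782 and 9 counts), dpy-14 (708 and 9 counts), cav-1 (1396 and 31 counts) and col-165. For col-165, with 666 and 3 counts, the ratio was 268-fold with a 95% counting interval of 91.3 to 1303. The largest rises were in col-88 (5 counts over the libraries labelled 5 μg/mL and 5836 over those labelled 0 μg/mL), T22B3.3, B0218.7, alg-4 and B0379.7. T22B3.3 had 0 and 773 counts, and was at least 213-fold higher against a floor of 3 counts over the group. B0218.7 had 1 and 1104 counts, a ratio of 914-fold with an interval of 164 to 36147. alg-4 had 2 and 1966 counts, a ratio of 814-fold with an interval of 225 to 6727. B0379.7 had 1 and 1091 counts, a ratio of 904-fold with an interval of 162 to 35722. Of the 1700 genes that Table S1 lists as upregulated at 20 μg/mL, 1697 were found among the counted genes and 1434 were tested. None of these (0) was lower over 5-fold at 0 μg/mL, and 0 were lower at an unadjusted p under 0.05 by edgeR, DESeq2 or limma-voom. In contrast, 1384 were higher over 5-fold and 1432 were higher at an adjusted p under 0.05, which is also the number adjusted over the list alone. The median log2 fold change of the list was 4.10. As a set, these genes ranked higher at 0 μg/mL than the other tested genes (camera with a preset correlation of 0.01, p = 4.47e-45), a call that also held with the correlation estimated from the data (p = 0.000835) and in the rotation test fry (p = 3.19e-07). These set tests are not independent evidence if the 20 μg/mL comparison has the same control libraries. In 10 of 10 simulated pairs of unchanged groups with 1 shared control, the genes ranked highest in 1 group also ranked higher in the other, with a camera p of 3.57e-20 or less.

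**Figure D1:**
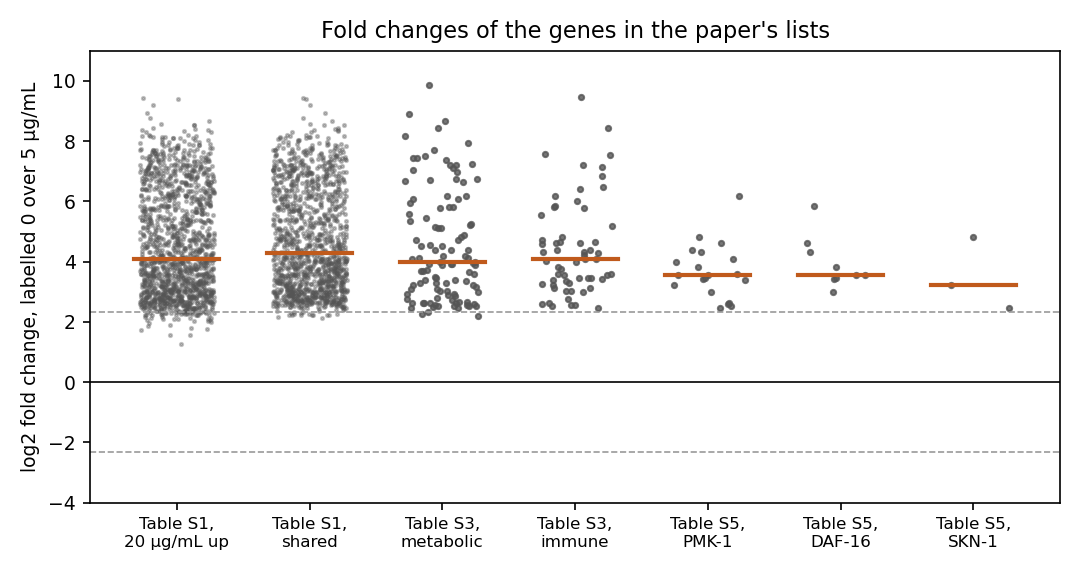
Log2 fold change of the libraries labelled 0 μg/mL over those labelled 5 μg/mL (vertical axis) for each tested gene (points) of 7 lists of the paper (horizontal axis, with points spread sideways at random), with the median of each list (orange bar), 0 (solid line) and a 5-fold change in either direction (dashed lines). Every point lies above 0, from 1.26 upward, and the list medians lie between 3.24 and 4.29. Genes without a count in the libraries labelled 5 μg/mL are drawn at their fitted values, which depend on the prior count.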

To identify related gene groups that were responsible for the effect of cholesterol on resistance to *P. aeruginosa* infection, we employed an unbiased gene enrichment analysis using the database for annotation, visualization, and integrated discovery (DAVID, http://david.abcc.ncifcrf.gov) (Dennis et al., 2003) (Table S2). The 10 Gene Ontology (GO) clusters with the highest DAVID enrichment score for a number of vital biological functions are shown in Figure 2B. For the subset of genes that were upregulated in animals grown on high cholesterol or downregulated in animals grown in the absence of cholesterol supplementation, the metabolic process cluster was the most highly enriched, followed by the innate immune/defense cluster (Figure 2B and Table S3). 

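Table S3 gives the genes of both clusters from the 0 μg/mL comparison. The study chose them partly on these libraries, so that tallies over them are not independent evidence. The innate immune list holds 69 genes, of which 60 passed the filter. All 60 were higher over 5-fold in the libraries labelled 0 μg/mL, with 60 past an adjusted p under 0.05 both over all genes tested and adjusted over the list alone. By edgeR, DESeq2 and limma-voom, 0 genes of this list were lower at an unadjusted p under 0.05. The values of the groups did not overlap in all 60 genes (chance gives 20% with libraries B and C labelled 5 μg/mL as 1 sample). Over all tested genes this share was 80.3%, so a lack of overlap is not particular to this list. Their median log2 fold change was 4.09, also with the 1 gene without a count in a group set to a floor of 3 counts over that group, and the median of their mean levels was 0.668 CPM at 5 μg/mL and 12.1 CPM at 0 μg/mL. The innate immune list of Table S3 from the 20 μg/mL comparison holds 67 genes. As a set, its tested genes also ranked higher at 0 μg/mL (camera, p = 7.28e-13), with p = 0.0148 for an estimated correlation and p = 4.33e-06 in fry. A list of this kind, taken from unchanged simulated groups with a shared control, also gave p under 0.05 in 10 of 10 pairs by each of the 3 tests, so these values do not show a difference if the controls are shared.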

As expected, a similar enrichment was also observed using a Wormbase enrichment analysis tool (https://wormbase.org/tools/enrichment/tea/tea.cgi) (Angeles-Albores et al., 2016, Angeles-Albores et al., 2018) that is specific for *C. elegans* gene data analyses (Figures S4A and S4B). Metabolic and immune genes were also highly enriched among the 1,449 genes that overlapped (Figures 2C and S4B).

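Table S1 lists 1449 genes both as upregulated at 20 μg/mL and as downregulated at 0 μg/mL, and all 1449 were found in the counts. Summed over the libraries of each group, the counts of each of the 1449 genes were higher in the libraries labelled 0 μg/mL. The filter left 1286 of them. In the libraries labelled 0 μg/mL, 1271 of these were higher over 5-fold and 0 were lower. All 1286 were higher at an adjusted p under 0.05, over all genes tested and adjusted over the list alone, and 0 were lower at an unadjusted p under 0.05 by edgeR, DESeq2 or limma-voom. The groups did not overlap in 1285 of the 1286 genes (chance gives 20% with libraries B and C labelled 5 μg/mL as 1 sample). The median log2 fold change was 4.29 and the lowest was 2.12. The study selected these genes partly on these libraries, so that the tally is not independent evidence.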

**Figure 2:**
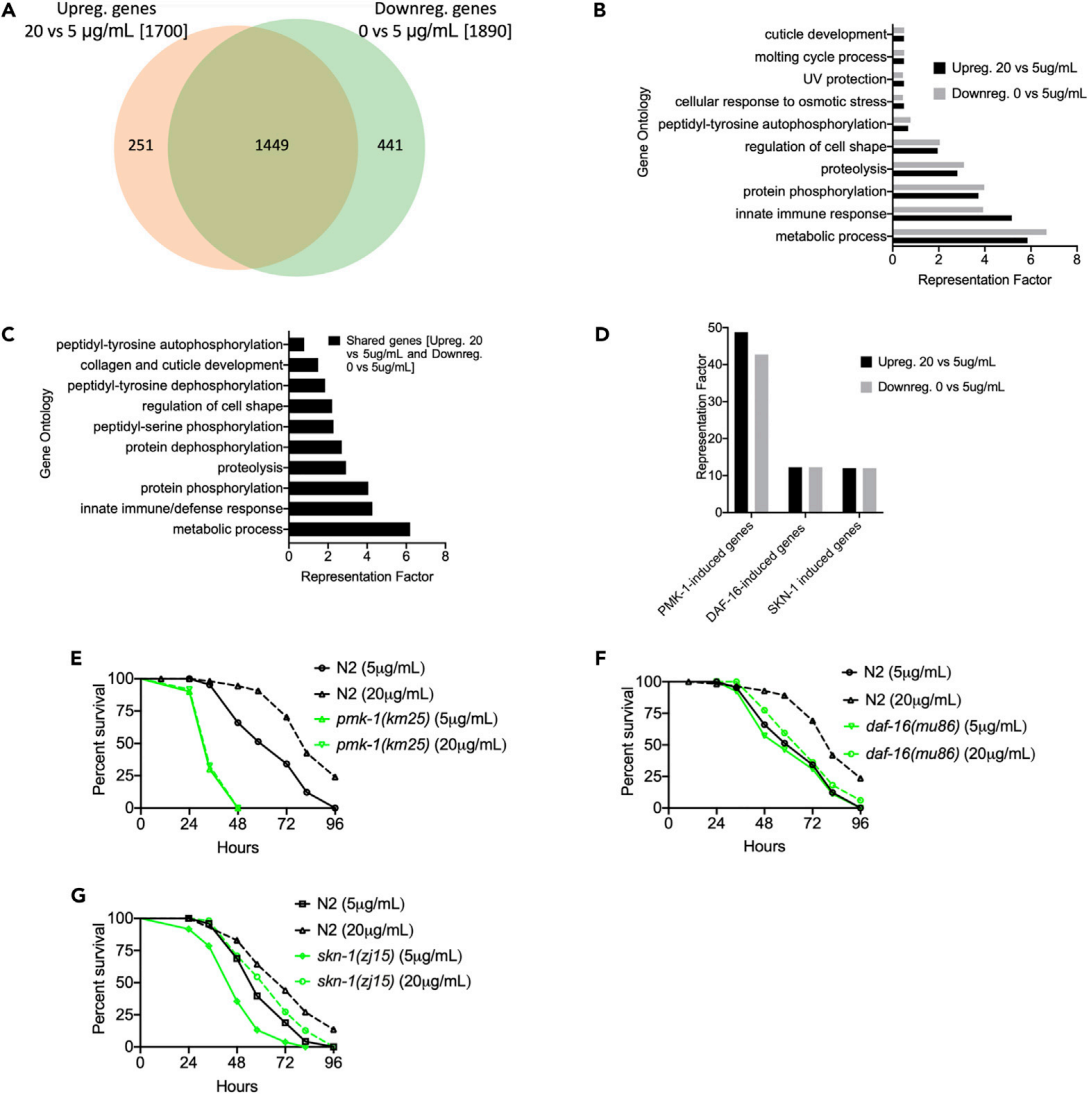
Cholesterol-Mediated Immunity Primarily Acts through a p38/PMK-1 MAPK Pathway (A) Venn diagram showing upregulated genes (20 versus 5 μg/mL cholesterol) and downregulated genes (0 versus 5 μg/mL cholesterol). (B) Gene ontology analysis of upregulated and downregulated genes in animals grown on 20 and 0 μg/mL cholesterol, respectively. The cutoff is based on the filtering thresholds of P < 0.05 and arranged according to the representation factor. (C) Gene ontology analysis of shared genes between animals grown at 20 versus 5 μg/mL and 0 versus 5 μg/mL cholesterol. The cutoff is based on the filtering thresholds of P < 0.05 and arranged according to representation factor. (D) Representation factors of immune pathways for the upregulated and downregulated immune genes in animals grown at 20 versus 5 and 0 versus 5 μg/mL cholesterol, respectively. (E) WT and *pmk-1(km25)* animals were grown on 20 and 5 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. WT animals grown on 5 μg/mL cholesterol (control) versus 20 μg/mL, P < 0.0001; *pmk-1(km25)* 5 μg/mL, P < 0.0001; *pmk-1(km25)* 20 μg/mL, P > 0.0001. *pmk-1(km25)* 0 μg/mL versus *pmk-1(km25)* 5 μg/mL, P = NS. (F) WT and *daf-16(mu86)* animals were grown on 20 and 5 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. WT animals grown on 5 μg/mL cholesterol (control) versus 20 μg/mL, P < 0.0001; *daf-16(mu86)* 20 μg/mL, P = NS; *daf-16(mu86)* 5 μg/mL, P = NS. (G) WT and *skn-1(zj15)* animals were grown on 20 and 5 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. *skn-1(zj15)* animals grown on 5 μg/mL cholesterol (control) versus 20 μg/mL, P < 0.001.

We used WormExp (http://wormexp.zoologie.uni-kiel.de/wormexp/) (Yang et al., 2016), which integrates all published expression data for *C. elegans*, to analyze the two most highly enriched GO clusters. 

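The metabolic list of Table S3 for 0 μg/mL cholesterol holds 121 genes, of which 109 were tested. In the libraries labelled 0 μg/mL, 107 of these were higher over 5-fold, the other 2 were higher by less, and 0 were lower. At an adjusted p under 0.05, 109 were higher, over all genes tested and adjusted over the list alone, and by edgeR, DESeq2 and limma-voom 0 were lower at an unadjusted p under 0.05. Since the study drew the list partly from these libraries, this is not independent evidence. The median log2 fold change was 3.98, and 3.93 when the 8 genes without a count in 1 of the groups were set to a floor of 3 counts over that group. The depth limits these values, since the median of the mean levels was 0.287 CPM at 5 μg/mL, against 6.88 CPM at 0 μg/mL.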

The further analysis of the metabolic cluster revealed a number of genes that are differentially expressed during development (Table S4), which suggest that, even though animals fed different cholesterol concentrations seem to reach adulthood at the same time (Figure S1A), there may be small differences during larval development among the different populations used in this study. The study of the immune cluster indicated that genes controlled by a p38/PMK-1 MAPK pathway were the most highly overrepresented among those upregulated by high cholesterol or downregulated by the absence of cholesterol supplementation (Tables S4 and S5). 

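The PMK-1 list of Table S5 for 0 μg/mL cholesterol holds 21 genes, and 20 of them passed the filter. The study drew the list partly from these libraries. Each of the 20 was higher over 5-fold in the libraries labelled 0 μg/mL, and 0 were lower over 5-fold or at an unadjusted p under 0.05 by edgeR, DESeq2 or limma-voom. At an adjusted p under 0.05, 20 were higher over all genes tested and 20 adjusted over the list alone, which is not independent evidence. Of all 12595 tested genes, 5549 were higher and 4123 lower at this threshold. Whether cholesterol or the stage of the animals underlies these differences stays open. The median log2 fold change was 3.56, with a range of 2.47 to 6.18 over the list. The highest value, in B0024.4 (named after its value was seen), rests on 4 counts in library A labelled 5 μg/mL, and became 9.87 without that library. The clec-86 gene, left out by the filter, had the same direction in its summed counts, as had all 21 genes. Without library A or library B labelled 0 μg/mL, 19 genes were higher over 5-fold. The median of the mean levels was 1.45 CPM at 5 μg/mL and 14.7 CPM at 0 μg/mL. How reads shared by similar genes were counted is not given in the sources used here, so the values of neighboring members of 1 family, such as F55G11.2, F55G11.5 and F55G11.8, are uncertain in this respect.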

Other pathways involved in *C. elegans* innate immunity, including a DAF-2/DAF-16 insulin pathway and a Nrf/SKN-1, were also enriched (Figure 2D and Table S5). 

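For DAF-16, Table S5 lists 10 genes at 0 μg/mL, of which 9 were tested. All 9 were higher over 5-fold in the libraries labelled 0 μg/mL, none (0) was lower, and 9 passed an adjusted p under 0.05 over all genes tested and adjusted over the list alone. Their log2 fold changes ran from 3.00 to 5.83. For SKN-1, Table S5 lists gst-6, gst-38 and R03D7.6 (gst-5), of which the first 2 are named here after their values were seen. The log2 fold change was 3.24 for gst-6 (standard error 0.32, edgeR adjusted p = 3.76e-05) and 4.83 for gst-38 (standard error 0.57, edgeR adjusted p = 9.50e-05). With libraries B and C labelled 5 μg/mL summed to 1 sample, these edgeR adjusted p-values were 0.000348 and 0.000651. All 3 genes were higher over 5-fold and called adjusted over the list alone, although 2 were over 5-fold without library A labelled 0 μg/mL, and 2 with libraries B and C labelled 5 μg/mL as 1 sample. By DESeq2 and limma-voom, as by edgeR, 0 genes of either list were lower at an unadjusted p under 0.05. The study drew both lists partly from these libraries, and the tallies are not independent evidence.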

Several of the SKN-1-, ELT-2-, DAF-16-dependent genes are also controlled by PMK-1 (Tables S4 and S5), indicating that the PMK-1 pathway is a main pathway by which high cholesterol promotes innate immunity. 

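Of the genes listed for 0 μg/mL in Table S5, 8 of the 10 in the DAF-16 list and 3 of the 3 in the SKN-1 list are also in the PMK-1 list, so that the tallies of the 3 lists rest largely on shared genes. From the genes of other pathways that PMK-1 also controls, the paper concludes that the PMK-1 pathway is a main route by which high cholesterol acts on innate immunity.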

The activation of PMK-1 by high cholesterol was confirmed by directly measuring the levels of active PMK-1 (Figure S4C). Taken together, these results indicate that cholesterol enhances *C. elegans* resistance to *P. aeruginosa* mainly by activating immune genes, several of which are controlled by the PMK-1 immune pathway.

We hypothesized that the enhanced resistance to *P. aeruginosa* infection of animals grown on high cholesterol might be due to the upregulation of immune genes. To test this hypothesis, we studied the role of suppression by mutation or RNAi of the immune pathways transcriptionally regulated by cholesterol. As shown in Figures 2E–2G, inactivation of *pmk-1*, *daf-16,* and *skn-1* completely or partially suppressed the enhanced resistance to *P. aeruginosa* induced by high cholesterol. Inhibition of *pmk-1* or *daf-16* did not enhance the effect of the absence of cholesterol supplementation (Figures S5A and S5B), further confirming that the cholesterol effect on animal survival following *P. aeruginosa* infection was due to the regulation of immune pathways. To address whether additional genes crucial for immunity are generally required for the beneficial effects of high cholesterol on defense against infection, we used *kgb-1* and *dbl-1* mutants, which have been shown to be susceptible to *P. aeruginosa* infection (Evans et al., 2008, Mallo et al., 2002, Pellegrino et al., 2014). Even though these animals are susceptible to *P. aeruginosa*-mediated killing, high cholesterol was able to improve their survival (Figures S5C–S5F). Consistent with the observed gene enrichment in PMK-1-dependent genes, these results indicate that PMK-1, and partially DAF-16 and SKN-1, are required for the immune activation caused by the presence of high cholesterol.

### Cholesterol Functions through NHR-8/PMK-1 to Promote Innate Immunity

Because cholesterol is a required precursor for the steroid biosynthesis pathway, which is evolutionarily conserved from *C. elegans* to mammals (Antebi, 2015, Calkin and Tontonoz, 2012, Fischer et al., 2013, Mooijaart et al., 2005, Rauthan and Pilon, 2011, Shanmugam et al., 2017, Watts and Ristow, 2017, Wollam et al., 2011, Yoshiyama-Yanagawa et al., 2011), we reasoned that cholesterol-derived steroids might be required for proper function of the innate immune system. *C. elegans* NHR-8 regulates a steroid biosynthesis pathway (Figure S6) that has been linked to the control of cholesterol balance, fatty acid desaturation, apolipoprotein production, bile acid metabolism, and xenobiotic metabolism (Chow et al., 2014, Lindblom and Dodd, 2006, Magner et al., 2013, Ménez et al., 2019, Schindler et al., 2014). Thus, we studied the susceptibility to *P. aeruginosa-*mediated killing of mutants in the known NHR-8 steroid biosynthesis pathways and found that only *nhr-8* mutant animals were more susceptible to *P. aeruginosa* compared with wild-type animals (Figures S7A–S7F). In addition, *nhr-8(ok186)* fully suppressed the beneficial effect of high cholesterol (Figure 3A). Similar results were obtained using the *nhr-8(tm1800)* null allele (Figure S7B). Unlike mutations in *nhr-8*, mutations in *daf-36*, *daf-9*, and *daf-12* did not result in enhanced susceptibility to *P. aeruginosa* infection under high or control cholesterol concentrations (Figures 3B–3D), indicating that they are not part of the cholesterol-induced NHR-8/PMK-1 pathway that promotes innate immunity.

**Figure 3:**
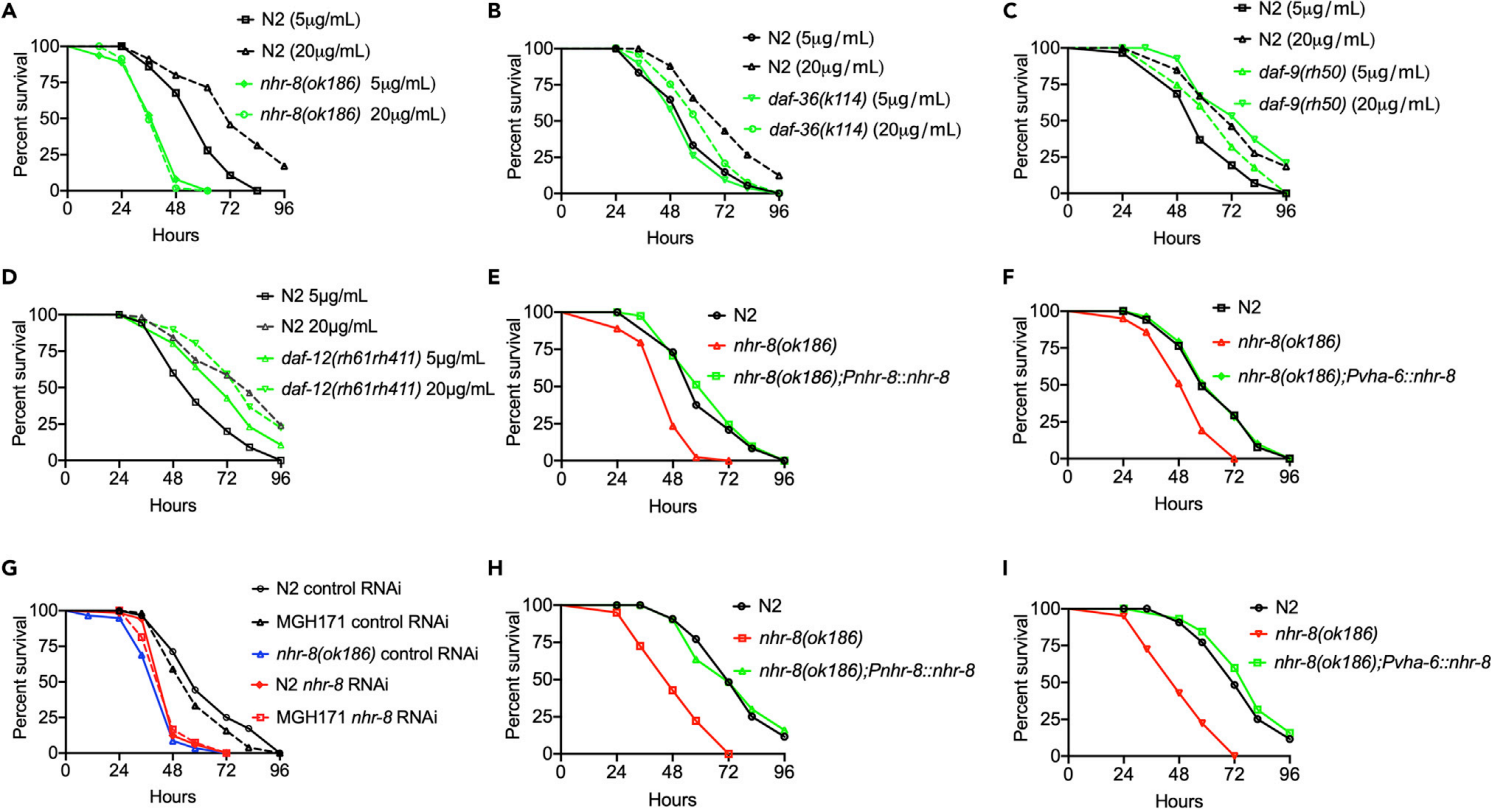
The Nuclear Hormone Receptor NHR-8 Mediates the Cholesterol Effect on the Immune System (A) WT and *nhr-8(ok186)* animals were grown on 20 and 5 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. WT animals grown on 5 μg/mL cholesterol (control) versus WT animals 20 μg/mL, P < 0.0001; *nhr-8(ok186)* 20 μg/mL, P < 0.0001; *nhr-8(ok186)* 5 μg/mL, P < 0.0001. *nhr-8(ok186)* mutant on 20 μg/mL versus *nhr-8(ok186)* 5 μg/mL, P = NS. (B) WT and *daf-36(k114)* animals were grown on 20 and 5 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. WT animals grown on 5 μg/mL cholesterol (control) versus WT animals 20 μg/mL, P < 0.0001; *daf-36(k114)* 20 μg/mL, P < 0.0001; *daf-36(k114)* 5 μg/mL, P < 0.0001. *daf-36(k114)* animals on 20 μg/mL versus *daf-36(k114)* 5 μg/mL, P < 0.0001. (C) WT and *daf-9(rh50)* animals were grown on 20 and 5 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. WT animals grown on 5 μg/mL cholesterol (control) versus WT animals 20 μg/mL, P < 0.0001; *daf-9(rh50)* 20 μg/mL, P < 0.0001; *daf-9(rh50)* 5 μg/mL, P < 0.0001. *daf-9(rh50)* animals on 20 μg/mL versus *daf-9(rh50)* 5 μg/mL, P < 0.0001. (D) WT and *daf-12(rh61rh411)* animals were grown on 20 and 5 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. WT animals grown on 5 μg/mL cholesterol (control) versus WT animals 20 μg/mL, P < 0.0001; *daf-12(rh61rh411)* 20 μg/mL, P < 0.0001; *daf-12(rh61rh411)* 5 μg/mL, P < 0.0001. *daf-12(rh61rh411)* animals on 20 μg/mL versus *daf-12(rh61rh411)* 5 μg/mL, P < 0.0001. (E) WT, *nhr-8(ok186)*, and *nhr-8(ok186);Pnhr-8::nhr-8* animals were grown on 5 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. WT animals versus *nhr-8(ok186),* P < 0.0001; *nhr-8(ok186);Pnhr-8::nhr-8*, P = NS. (F) WT, *nhr-8(ok186)*, and *nhr-8(ok186);Pvha-6::nhr-8* animals were grown on 5 μg/mL cholesterol, exposed to *P. aeruginosa,* and scored for survival. WT animals versus *nhr-8(ok186),* P < 0.0001; *nhr-8(ok186);Pvha-6::nhr-8*, P = NS. (G) Control, *nhr-8* RNAi WT and MGH171 animals were grown on 5 μg/mL cholesterol, exposed to *P. aeruginosa,* and scored for survival. WT control RNAi versus MGH171 *nhr-8* RNAi, P < 0.0001. (H) WT, *nhr-8(ok186)*, and *nhr-8(ok186);Pnhr-8::nhr-8* animals were grown on 20 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. WT animals versus *nhr-8(ok186),* P < 0.0001; *nhr-8(ok186);Pnhr-8::nhr-8*, P = NS. (I) WT, *nhr-8(ok186)*, and *nhr-8(ok186);Pvha-6::nhr-8* animals were grown on 20 μg/mL cholesterol, exposed to *P. aeruginosa,* and scored for survival. WT animals versus *nhr-8(ok186),* P < 0.0001; *nhr-8(ok186);Pvha-6::nhr-8*, P = NS.

Expression of *nhr-8* under the control of its own promoter fully rescued the mutant phenotype of *nhr-8(ok186)* (Figure 3E). Consistent with its function in the intestine, NHR-8 expression under the regulation of the intestine-specific promoter *Pvhp-6* also fully rescued the mutant phenotype of *nhr-8(ok186)* animals (Figure 3F). The intestinal function of NHR-8 in immunity was further confirmed using strain MGH171, which allows intestine-specific RNAi (Figure 3G). Expression of *nhr-8* under the control of its own promoter or *Pvhp-6* fully rescued the enhanced susceptibility to *P. aeruginosa* of *nhr-8(ok186)* animals grown on a high cholesterol concentration (Figures 3H and 3I). Overexpression of *nhr-8* in wild-type animals resulted in higher resistance to *P. aeruginosa* infection compared with control animals only when the animals were grown at 20 μg/mL cholesterol (Figure S8A), indicating that NHR-8 is a rate-limiting factor that mediates the enhanced immunity elicited by high cholesterol.

The cholesterol effect on immune defense required intestinal NHR-8 (Figures 3F, 3G, and 3I), and animals grown on high cholesterol exhibited high expression levels of immune genes (Figures 2B–2D). Therefore, we hypothesized that mutation in *nhr-8* would suppress the upregulation of immune genes induced by high cholesterol. To test this hypothesis, we compared the gene expression of *nhr-8(ok186)* and wild-type animals grown on high cholesterol. We used *pmk-1*-dependent genes (*F55G11.8, C17H12.6, C05A9.1, C32H11.4,* and *R03D7.6*) that are cholesterol dependent (Table S1) and are known markers of innate immune activation in *C. elegans* (Ooi et al., 2012, Troemel et al., 2006). 

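All 5 genes were tested in the comparison of 0 and 5 μg/mL cholesterol. F55G11.8 was at 15.5 ± 3.87 CPM (SD, n = 3) in the libraries labelled 0 μg/mL and 0.812 ± 0.192 CPM (SD, n = 2) in those labelled 5 μg/mL, a log2 fold change of 4.31 (standard error 0.36, edgeR adjusted p = 1.73e-05). C17H12.6 was at 4.68 ± 2.25 CPM (SD, n = 3) and 0.184 ± 0.0380 CPM (SD, n = 2), respectively, with a log2 fold change of 4.65 (standard error 0.70, edgeR adjusted p = 0.000366). It rests on 5 counts at 5 μg/mL, and its log2 fold change was 5.27 without library B and 4.05 without library C labelled 5 μg/mL. C05A9.1 (pgp-5) was at 9.70 ± 0.865 CPM (SD, n = 3) and 0.418 ± 0.145 CPM (SD, n = 2), with a log2 fold change of 4.39 (standard error 0.32, edgeR adjusted p = 8.31e-06). C32H11.4 was at 13.3 ± 3.79 CPM (SD, n = 3) and 1.18 ± 0.268 CPM (SD, n = 2), with a log2 fold change of 3.56 (standard error 0.33, edgeR adjusted p = 2.69e-05). R03D7.6 (gst-5) was at 24.1 ± 7.73 CPM (SD, n = 3) and 4.43 ± 0.293 CPM (SD, n = 2), with a log2 fold change of 2.47 (standard error 0.27, edgeR adjusted p = 6.13e-05). In each of the 5 genes, the 3 libraries labelled 0 μg/mL lay above the 3 labelled 5 μg/mL. Over all tested genes, the groups did not overlap in either direction in 80.3%. With libraries B and C labelled 5 μg/mL summed to 1 sample, the edgeR adjusted p was 0.000106, 0.000811, 8.61e-05, 0.000272 and 0.000698 in the order above.

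**Figure D2:**
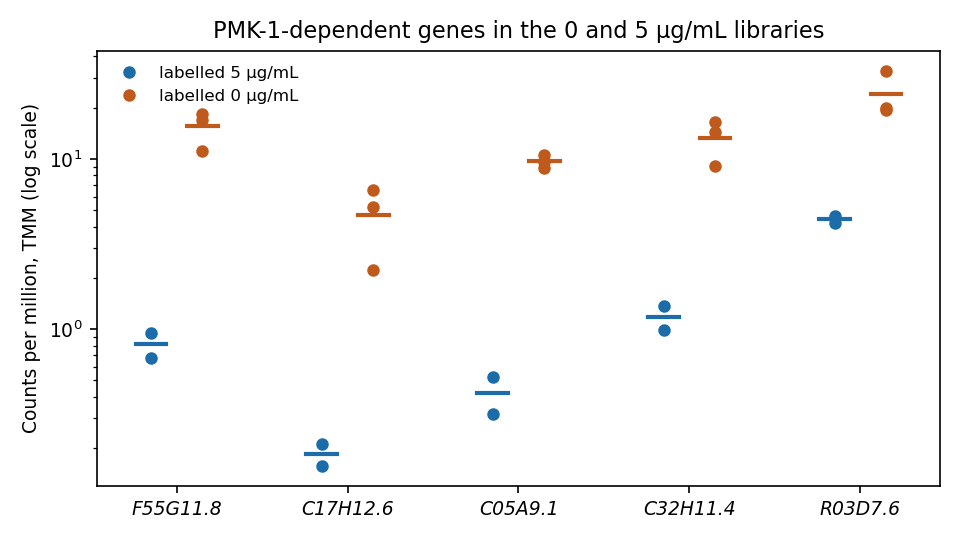
Levels in CPM after TMM scaling (vertical axis, log scale) of the 5 genes (horizontal axis) in the libraries labelled 5 μg/mL (blue) and 0 μg/mL (orange). Points are samples, with libraries B and C labelled 5 μg/mL drawn as their mean, and bars are group means. For each gene, the points of the libraries labelled 0 μg/mL lie above those of the libraries labelled 5 μg/mL.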

As shown in Figure 4A, *nhr-8* mutation suppressed the upregulation of PMK-1- and DAF-16-dependent genes elicited by high cholesterol. Although NHR-8 seemed to be required for the expression of PMK-1-dependent genes, it did not transcriptionally control *pmk-1* itself (Figure S9). Consistent with the idea that both NHR-8 and PMK-1 are part of the same immune pathway induced by cholesterol, *nhr-8* and *pmk-1* inactivation had no additive effect on the susceptibility of the animals to *P. aeruginosa-*mediated killing (Figure 4B). We observed no additive effect of inhibition by RNAi of the cholesterol transporter CHUP-1 on *nhr-8(ok186)* animals (Figure S8B), which provides additional support of the idea that NHR-8 is part of the pathway involved in the activation of PMK-1 by cholesterol.

**Figure 4:**
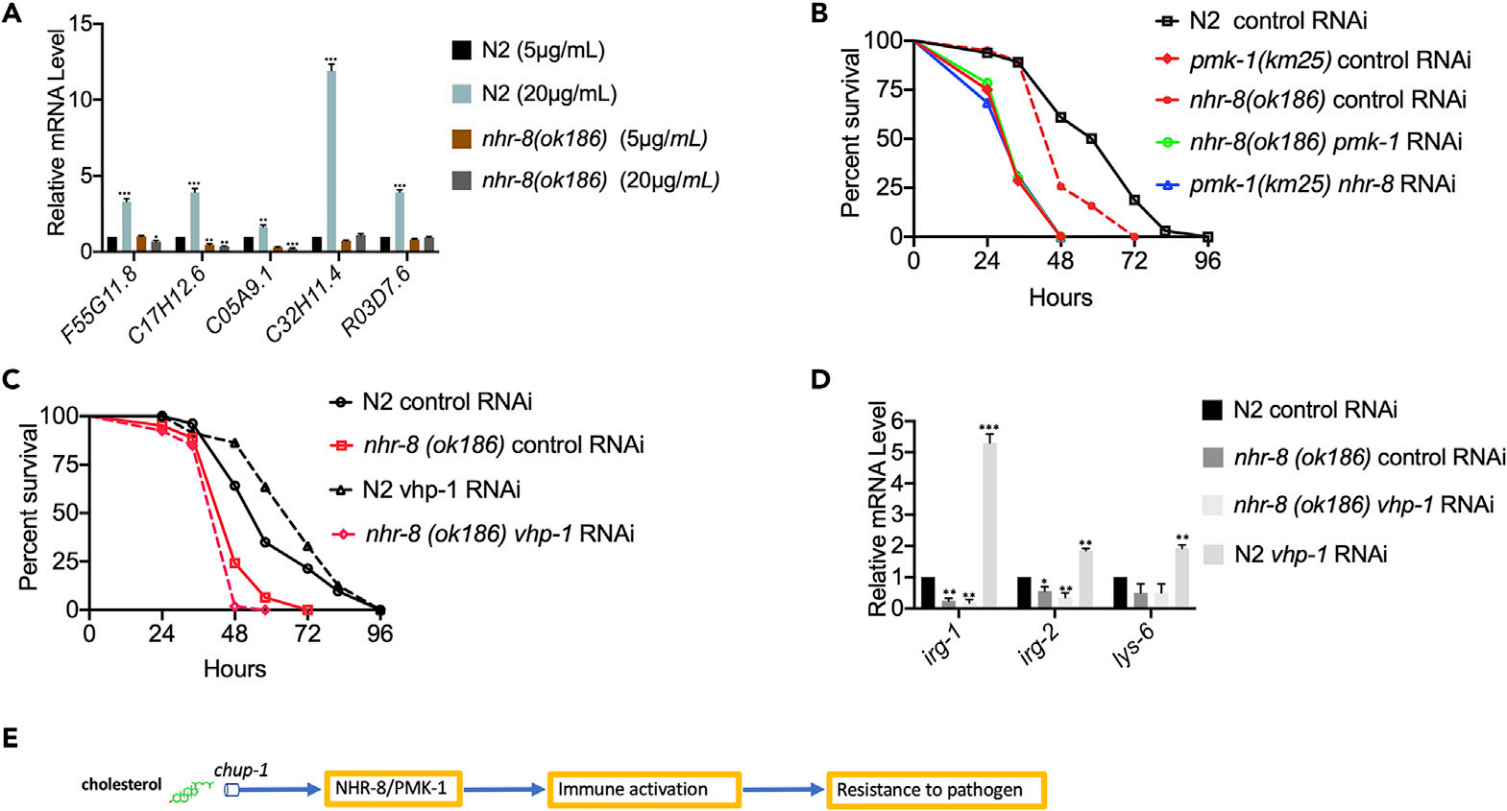
Cholesterol Activates the NHR-8/PMK-1 Immune Pathway (A) Expression of cholesterol-mediated immune genes in WT and *nhr-8(ok186)* animals grown on 5 and 20 μg/mL cholesterol. *pmk-1*- (*F55G11.8, C17H12.6, C05A9.1, C32H11.4* and *R03D7.6*) and *daf-16*-dependent genes (*F55G11.8, C05A9.1*) were studied. Bars represent means, whereas error bars indicate SD; ∗p < 0.05, ∗∗p < 0.001 and ∗∗∗p < 0.0001. (B) Control, *pmk-1(km25)*, *nhr-8(ok186)*, and WT treated with *pmk-1* RNAi and *nhr-8* RNAi were grown on 5 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. WT animals control RNAi versus *pmk-1(km25)* control RNAi, P < 0.0001; *nhr-8(ok186)* control RNAi, P < 0.001; WT *pmk-1* RNAi, P < 0.0001; WT *nhr-8* RNAi, P < 0.0001; *nhr-8(ok186) pmk-1* RNAi, P < 0.0001. (C) Control, *nhr-8(ok186)*, and *vhp-1* RNAi were grown on 5 μg/mL cholesterol, exposed to *P. aeruginosa*, and scored for survival. WT animal versus *nhr-8(ok186)*, P < 0.001; *nhr-8(ok186) vhp-1* RNAi, P < 0.0001; N2 *vhp-1* RNAi, P < 0.001. (D) Gene expression of *nhr-8(ok186)* and WT animals with control or *vhp-1* RNAi grown on 5 μg/mL cholesterol. Bars represent means, whereas error bars indicate SD; ∗p < 0.05, ∗∗p < 0.001, and ∗∗∗p < 0.0001. (E) Model for activation of the NHR-8/PMK-1/p38 MAPK immune pathway by cholesterol.

To further substantiate the relationship between NHR-8 and the PMK-1 pathway, we studied whether *nhr-8* mutation could suppress the effect of *vhp-1* RNAi on the susceptibility of the animals to *P. aeruginosa*. VHP-1 inhibition by RNAi is known to promote the activation of PMK-1, which results in enhanced resistance to pathogen infection (Kim et al., 2004, Mizuno et al., 2004). The *nhr-8* mutation suppressed the enhanced resistance to *P. aeruginosa-*mediated killing and the enhanced gene expression of *vhp-1* RNAi animals (Figures 4C and 4D). Taken together, these studies show that cholesterol regulates innate immune defense against *P. aeruginosa* infection via an NHR-8/PMK-1 pathway (Figure 4E).

## Discussion

The host immune system fights infecting microbial pathogens through diverse molecular pathways (Akira et al., 2006, Keshet et al., 2017, Sun et al., 2011). The activation and function of these pathways depend on a myriad of genetic, environmental, and nutritional factors. Although the role of cholesterol in various physiological processes in animals is well studied (Ihara et al., 2017, Kawasaki et al., 2013, Magner et al., 2013, Shanmugam et al., 2017), its specific role in the function of the immune system during responses to infections is unknown. In this study, we uncovered the underlying mechanism of the cholesterol requirement for proper innate immune function in *C. elegans*. We further established that the cholesterol transporter CHUP-1 and the nuclear hormone receptor NHR-8 are required for the effect of cholesterol on pathogen resistance. In addition, we provided evidence indicating that cholesterol is required for the activation of immune pathways.

CHUP-1 is evolutionarily conserved, and SIDt1 and SIDt2 are 9-transmembrane domain transporters that are more closely related in humans (Méndez-Acevedo et al., 2017, Valdes et al., 2012, Whangbo et al., 2017). Although SIDTs transport both double-stranded RNA (dsRNA) and cholesterol (Whangbo et al., 2017), dsRNA transport cannot be attained without cholesterol (Valdes et al., 2012). Once inside *C. elegans* cells, cholesterol binds and activates NHR-8 (Motola et al., 2006, Rauthan and Pilon, 2011, Rottiers et al., 2006, Shanmugam et al., 2017, Watts and Ristow, 2017, Wollam et al., 2011, Yoshiyama-Yanagawa et al., 2011), which is also evolutionarily conserved (Hoffmann and Partridge, 2015, Magner et al., 2013, Ménez et al., 2019). Like most NHRs, *nhr-8* is a transcriptional regulator that is involved in steroid biosynthesis and metabolism homeostasis. Consistent with the role of cholesterol in steroid biosynthesis and metabolism, it is not surprising that genes involved in metabolic processes were among the most highly enriched genes, demonstrating altered expression when the animals were grown on different cholesterol concentrations.

Although the relationship between different nutrients and the proper function of the immune system has been studied in *C. elegans* (Komura et al., 2012, Shivers et al., 2009, Wu et al., 2019), the role of cholesterol has not been explored. The present analysis reveals evolutionarily conserved mechanisms that explain the role of cholesterol for proper innate immune activation against invading *P. aeruginosa*, in which a known transporter, CHUP-1, is required for the effect of cholesterol on pathogen resistance. The cholesterol effect on the immune system is mediated by the expression of immune genes that are primarily controlled by the PMK-1 pathway, some of which are also controlled by DAF-16 and SKN-1. The results also indicate that cholesterol activation of PMK-1-dependent gene expression requires NHR-8. The results presented here provide a better understanding of how cholesterol plays a role in the elicitation of innate immunity via conserved pathways that protect the host against pathogenic bacteria.

### Limitation of the Study

We performed our initial gene expression analysis using DAVID because it is a widely used tool that, unlike species-specific tools such as WormExp, provides GO terms applicable across all species that in our view facilitates the generation of hypotheses and further studies. A limitation is that the general clusters lack details regarding sub-clusters of genes that may highlight important biological functions. Indeed, our more detailed analysis identified additional pathways that are part of the most highly enriched GO terms. 

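Genes linked to reproduction were examined as families by their symbols, vit- genes for yolk proteins, msp- genes for the major sperm protein and spe- genes for sperm development. All 6 vit- genes were lower at an adjusted p under 0.05 in the libraries labelled 0 μg/mL, with a median log2 fold change of -2.87. Together they summed to 131439 ± 4924 CPM (SD, n = 2) at 5 μg/mL and 24145 ± 2055 CPM (SD, n = 3) at 0 μg/mL. All 31 tested msp- genes were higher at 0 μg/mL, with a median of 7.30 (7.25 with the 2 genes without counts at 5 μg/mL set to a floor of 3 counts over the group). The msp- genes are nearly identical copies, so the values of single members are uncertain. Their sum was 3629 ± 214 CPM (SD, n = 3) at 0 μg/mL, and at 5 μg/mL it was 4.32 CPM in library A against 34.8 and 32.7 CPM in libraries B and C. Among the 30 tested spe- genes, 26 were higher and 2 were lower at 0 μg/mL at an adjusted p under 0.05, with a median of 5.34, or 4.89 with 3 genes at the floor. The sum of the spe- genes rose by less than this median, from 230 ± 39.7 CPM (SD, n = 2) at 5 μg/mL to 485 ± 45.7 CPM (SD, n = 3) at 0 μg/mL. With library totals in place of TMM, the median of all tested genes moved up by 0.26 on the log2 scale, and the families kept their directions, with medians of -2.62 for vit-, 7.58 for msp- and 5.59 for spe- genes.

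**Figure D3:**
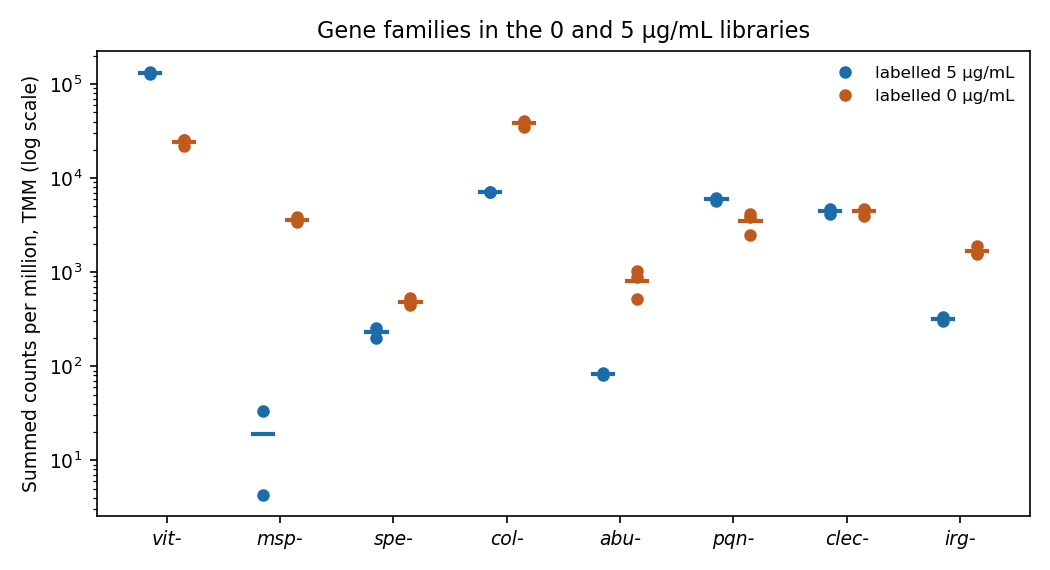
CPM summed over the genes of 8 families (horizontal axis) in each sample (vertical axis, log scale), for the libraries labelled 5 μg/mL (blue, with B and C as their mean) and 0 μg/mL (orange). Points are samples and bars are group means. The vit- genes are lower and the msp- genes are higher in every library labelled 0 μg/mL, while the clec- sums of the groups overlap.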

To exclude potential contributions from reproduction, we used L4 animals in our gene expression studies. 

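Collagen genes and the abu- and pqn- families also differed between the groups. Of 115 tested col- genes, 105 were higher and 9 were lower at an adjusted p under 0.05 in the libraries labelled 0 μg/mL, and their median log2 fold change was 4.56. The sum of the col- genes was 7155 ± 23.3 CPM (SD, n = 2) at 5 μg/mL and 38468 ± 3060 CPM (SD, n = 3) at 0 μg/mL. The col-19 gene, which the paper describes as sharply expressed between the late L4 stage and young adulthood, was at 201 ± 32.8 CPM (SD, n = 2) and 586 ± 81.0 CPM (SD, n = 3), a log2 fold change of 1.49 (standard error 0.19, edgeR adjusted p = 0.000161). Its edgeR adjusted p was 0.00233 with libraries B and C labelled 5 μg/mL summed to 1 sample. All 10 tested abu- genes were higher at 0 μg/mL, with a median of 4.16. The pqn- genes went both ways, with 25 of 47 tested genes higher and 14 lower and a median of 0.73, although their sum fell from 5936 ± 393 CPM (SD, n = 2) to 3508 ± 914 CPM (SD, n = 3). None of these medians changed its sign with size factors of the DESeq2 type or with library totals.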

Although it is possible that different cholesterol concentrations slightly affect larval development, the animals seem to reach adulthood at the same time. Because we performed the survival studies using adults, we do not believe that any potential difference during larval development would account for the survival differences that we have observed.

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

# Supplementary material for: Cholesterol Regulates Innate Immunity via Nuclear Hormone Receptor NHR-8
**Source:** iScience. 2020 Apr 18;23(5):101068. doi: 10.1016/j.isci.2020.101068
**Supplement:** Table S6. Primers used in this study, Related to Figures 3, 4, and S7

| **Table S7. Primers for quantitative reverse transcription-PCR** | | | |
| --- | --- | --- | --- |
| **Gene name** | **Forward primer sequence (5'-3')** | | **Reverse primer sequence (5’-3’)** |
| *Pan-act* | TCGGTATGGGACAGAAGGAC | | CATCCCAGTTGGTGACGATA |
| *F55G11.8* | TAGTTTCGGCTACGGGAAATG | | TCCATGAAGCTGGCCAATAA |
| *C17H12.6* | GCCCGTGTTAGATTGGAGAA | | GAACTGATGGAGAACGACTTGA |
| *C05A9.1* | TATTGGATGAAGCGACGAGTG | | GTGCAACAACAACAGTGGATAG |
| *Irg-1* | GGATGATCTTGTTCCGTACCC | | CCTCTCCAGTTTCGTTCATCTT |
| *Irg-2* | GGGTGTGATGGTAGCAGAAA | | AGCTGATGTAAATGACGGATAGG |
| *Lys-6* | GGCTTGATCTCTCTGCCTTT | | TACCTCTACTACCGGGAACTATG |
|  |  | |  |
|  |  | |  |
| **Primer for generation of transgenic animal** | | | |
|  | **Forward primer sequence (5'-3')** | **Reverse primer sequence (5’-3’)** | |
| *nhr-8* | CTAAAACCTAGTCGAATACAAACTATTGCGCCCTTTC | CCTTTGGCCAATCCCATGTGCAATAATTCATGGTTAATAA | |
|  |  |  | |
|  |  |  | |

How the deposited data were processed for this re-analysis (not part of the article)

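RNA from wild-type C. elegans, grown on 0 or 5 μg/mL cholesterol with 3 libraries per group, was sequenced on a BGISEQ-500 instrument. The paper states that these were L4 animals, but the stage was not recorded per library. The authors counted reads per gene with HTSeq-count and deposited these counts without normalization, with 1 set of counts for each library over 45461 gene IDs (C. elegans sequence names). Of these IDs, 19336 had at least 1 count. No line without a gene, such as a total, was present. Trimming, aligner, genome build, annotation and strand setting are not given in the sources used here. Libraries of animals grown on 20 μg/mL cholesterol were not analyzed here.

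The authors also deposited a table for the same comparison over 10511 gene IDs. In 5 of its 6 columns of values per library, every value divided by 1 factor per library lies within 0.01 of the deposited count, so the unit is a signal of counts scaled by a size factor. In the first column of the 5 μg/mL group, every value is a whole number (within 0.01) times 1 factor, but in 9443 of the 10511 genes that whole number differs from the count deposited for library A. The deposited table gives a standard error, a Wald statistic (a score) and a p-value with its adjusted p-value per gene, as the authors computed them, and the tool is not named in the sources used here. In 10504 of the 10511 genes the sign of this score follows the 5 μg/mL columns relative to the 0 μg/mL columns. The table was used to compare the authors' values with the counts, and all fold changes at the claims come from the counts.

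Groups and replicate letters were taken from the sample labels, and no library was left out. The counts summed to between 10399970 and 10615214 per library, with a median of 10467237 at 5 μg/mL and 10496006 at 0 μg/mL. At this depth a gene without a count over a group was given a floor of 3 counts over that group, and a gene with 1 to 3 counts a ratio with an exact 95% counting interval. Intervals and floors cover counting error only. Libraries B and C labelled 5 μg/mL did not differ beyond the sampling noise in a chi-square test over genes with at least 10 counts, and were counted as 1 sample in means and SDs.

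The main test was edgeR (version 4.0.16, in R 4.3.3), with TMM factors, filterByExpr by group and the quasi-likelihood test (glmQLFit and glmQLFTest) on all 6 libraries without a covariate. The standard error given with an edgeR fold change is its absolute log2 value divided by the square root of the F statistic. P-values were adjusted by the Benjamini-Hochberg method over the 12595 genes tested. Genes over 5-fold with an unadjusted p under 0.05, the threshold in the title of Table S1, were counted as well as genes at an adjusted p under 0.05. Gene sets were tested with camera and fry of limma (version 3.58.1). Normalized levels are in CPM with TMM factors. Exact intervals were computed in scipy 1.17.1 under Python 3.11.15. Symbols were matched by sequence name to an NCBI gene table of assembly WBcel235, which gave a symbol for 44080 of the 45461 IDs, and 18956 of those with counts. Since the build the authors used is not given in the sources used here, no coordinates are printed.

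The following genes to be named were set before the data were examined, although the fold changes of Tables S1 and S3 had been seen. They are the genes that the paper names for its gene expression or its model, the 5 genes with the largest fall and the 5 with the largest rise among those past an adjusted p under 0.05 with a mean of at least 10 CPM and groups that do not overlap, and at most 5 members of the PMK-1, DAF-16 and SKN-1 lists of Table S5 with the largest fall. No member of these lists fell. Other members, such as B0024.4, gst-6, gst-38, clec-86, C08E8.4 and K11H12.4, are named outside this rule. Of these, B0024.4, gst-6 and gst-38 were named after their values were seen. The families col-, msp-, spe-, vit-, clec-, irg-, abu- and pqn- were summarized.

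The alternatives set before the data were examined were size factors of the DESeq2 type (RLE) and library totals in place of TMM, no filter and a filter at a mean of 1 CPM, DESeq2 (version 1.42.0) and limma-voom in place of edgeR, the replicate letter as a block, each library left out in turn, an adjusted p in the 5-fold threshold, a 2-fold threshold, and, for the gene sets, an estimated correlation and fry. Chosen after the data were seen were the counts of genes higher at 0 μg/mL in the lists of the paper, the limit to genes of the deposited table, the removal of the vit- genes, the sum of libraries B and C labelled 5 μg/mL as 1 sample, and a fit over the genes of the deposited table with its first 5 μg/mL column in place of library A.

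Each test was tried on simulated data, drawn from the means and library sizes of the real comparison of 0 and 5 μg/mL with 200 genes changed by known folds. Of the 12268 simulated genes that passed the filter, 193 were changed. Of these, edgeR recovered 192, DESeq2 186, limma-voom 190 and edgeR with the replicate block 191, with 9, 13, 5 and 4 false calls, respectively. Most simulated genes were unchanged, with 1 dispersion for all genes and independent libraries. In the real comparison, 4123 genes were lower and 5549 higher at an adjusted p under 0.05. The simulation therefore does not test TMM or the rate of false calls in that setting. After the data were seen, 10 pairs of unchanged groups with 1 shared control were also simulated from the means at 5 μg/mL, and the gene set tests were run in 1 group of each pair on the genes ranked highest in the other.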

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

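The tests in this part were chosen only after the result was seen, apart from that on gene length.

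The authors' deposited table holds 10511 gene IDs, and among the 4662 tested genes outside it, 1250 differed over 5-fold between the groups. This is a signal in genes that the table leaves out. Of the 1250, 37 are in the list of Table S1 for genes upregulated at 20 μg/mL, and 0 are in its lists for 0 μg/mL. In the libraries labelled 0 μg/mL, 1072 of these genes were higher and 178 were lower. They make up 26.8% of the tested genes outside the table, against 24.7% of the 7933 tested genes inside it. Most of the absent genes stand late in the alphabetical order of sequence names. From T04D on, the table holds 240 of 6924 genes with a count, or 3.47%, whereas before T04D it holds 10271 of 12412, or 82.8%. The boundary was set after the values were seen.

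A filter on low counts would spare well-counted genes, but from T04D on 99.96% of the genes that passed the expression filter are absent, against 1.93% before T04D, which argues against such a filter for the late names. Of the 4506 absent tested genes from T04D on, 1100 were over 5-fold, a share of 24.4% that is close to the share inside the table. Before T04D, 156 tested genes are absent and 150 of them were over 5-fold. Here a candidate explanation is that genes were left out where every column of a group is 0, since 149 of the 156 had no count in libraries B and C labelled 5 μg/mL or in all libraries labelled 0 μg/mL, and 0 genes of the deposited table have 0 in every column of a group.

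Whether the fold changes of the 1250 genes are technical was weighed with those of all genes. The ratio of the median library totals was 1.00, and removing the trend of fold change on gene length left 3269 genes over 5-fold in place of 3176, over the 98.7% of genes with a length. Depth and gene length are thereby argued against as the whole cause. The cholesterol concentration, the developmental stage of the animals and an exchange of labels stay open for these genes as for the others.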

How the results depend on the processing

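The sum of libraries B and C as 1 sample, the removal of the vit- genes and all counts of genes higher at 0 μg/mL in the lists were chosen after the data were seen, while the other alternatives were planned. Each of 76 results was recomputed under those of 19 alternatives that apply to it. In these, no result reversed its direction and no named gene or gene set past its p threshold of 0.05 fell short of it, while vhp-1 passed an adjusted p of 0.05 in 3 alternatives. Of the genes named for the paper's lists, R03D7.6 fell under 5-fold, from a log2 fold change of 2.47 to 2.21 without library A labelled 0 μg/mL and to 2.31 with libraries B and C labelled 5 μg/mL as 1 sample. Without library B labelled 0 μg/mL, C08E8.4 fell under it from 2.62 to 2.12, and K11H12.4 from 2.53 to 2.23.

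The number of genes lower over 5-fold, 478, became 846 without a filter on low counts, where 19336 genes were tested in place of 12595, and all 478 were among the 846. With a threshold of 2-fold, which admits more genes by its construction, 2834 genes were lower and 5067 were higher. The other alternatives stayed within 1.5 times the main numbers. RLE size factors gave 497 lower and 2683 higher genes, library totals 402 and 3092, the filter at 1 CPM 422 and 2603, DESeq2 498 and 2696, limma-voom 512 and 2674, and the threshold with an adjusted p 478 and 2731. Removing the vit- genes gave 503 and 2631, and taking libraries B and C labelled 5 μg/mL as 1 sample gave 562 and 2845. With each library left out in turn, between 499 and 563 genes were lower and between 2742 and 3062 were higher. At an adjusted p under 0.05, these ranges were 3702 to 4717 and 5315 to 6217.

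Library totals moved the median log2 fold change of all genes from 0.31 to 0.58. The share of genes higher at 0 μg/mL among those at an adjusted p under 0.05 was 57.4% with TMM and 65.1% with library totals.

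In every alternative in which they were counted, 0 genes were lower over 5-fold at 0 μg/mL in the list of Table S1 upregulated at 20 μg/mL, its shared list, the immune and metabolic lists of Table S3 for 0 μg/mL, and the lists of Table S5. Of the genes that Table S1 lists as upregulated at 0 μg/mL, 297 were lower in the main comparison. In the former lists, the numbers higher over 5-fold stayed within 1.5 times the main numbers. Both gene set tests kept their direction and p under 0.05, with the largest p under the estimated correlation, although in simulated data a shared control alone also gave p under 0.05. For vhp-1, the log2 fold change of 0.91 (edgeR adjusted p = 0.0740) became 1.11 with library totals, 0.87 without the filter and 1.34 without library A labelled 0 μg/mL, where the adjusted p ranged from 3.16e-07 to 0.242 over its alternatives. The median of the col- genes moved from 4.56 to 3.74 without the filter, and the cause was not tested.

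The replicate letter did not pair the libraries, since the deviations of libraries with the same letter from their group means correlated across genes at -0.0697, -0.0443 and -0.0327. With the letter as a replicate block, 498 genes were lower and 2711 were higher over 5-fold, and no named gene crossed an adjusted p of 0.05.

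Depth limits genes with few counts at 5 μg/mL. Without library A labelled 5 μg/mL, the log2 fold change of irg-1 went from 5.24 to 8.04. Without library C labelled 5 μg/mL it went from 9.45 to 11.44 for B0218.7 and from 9.43 to 12.23 for alg-4, and without library B from 9.41 to 11.39 for B0379.7. The falls of col-165 and dpy-14 went from -7.88 to -8.77 and from -6.50 to -7.12 without library B labelled 0 μg/mL.

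Of the 10 ways to split 6 libraries into 3 and 3, 1 (the real one) gave as many genes lower, and as many higher, over 5-fold and at an adjusted p under 0.05, as many genes higher in each list, and set tests as extreme. For the counts of 0 genes lower in each list, all 10 splits gave as many. Since 10 splits can give no share under 0.10, no outcome of this count could have excluded chance, and it says nothing for or against it.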

Differences from the paper's values

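Table S1 lists 1890 genes as downregulated and 432 as upregulated at 0 μg/mL. As the libraries are labelled, 478 genes were lower and 2731 were higher over 5-fold. For the lower genes, 14 of the 15 alternatives set before the data were examined also differ from the paper's value. The threshold of 2-fold, with 2834 lower genes, falls within 1.5 times the paper's 1890, but 0 of those genes are in the paper's list of downregulated genes and 330 are in its list of upregulated genes. For the higher genes, all 15 differ. In all comparisons with the values of the paper given here, the groups at 5 μg/mL are unlike, since the first 5 μg/mL column of the deposited table, from which the values of Table S1 follow, was not made from library A. The fold changes of Table S1 match the counts only when the direction is turned to 5 relative to 0 μg/mL. On that scale, and over the genes of the authors' deposited table, which was chosen after the values were seen, 1659 genes were lower against the paper's 1890 and 300 were higher against the paper's 432, which are within 1.5 times of each other. Of the genes in the paper's lists, the 1659 and 300 include 1510 of the 1890 and 297 of the 432. When the filter and the fit were run on the genes of that table alone, also chosen after the values were seen, 1626 were lower and 308 higher with library A, and 1618 and 320 with the first column of that table in its place. On the same scale, library totals gave 248 and the filter at 1 CPM gave 276 against the 432, and the threshold of 2-fold gave 3268 and 1736, and these differ.

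The paper gives 1449 genes as shared between those upregulated at 20 μg/mL and those downregulated at 0 μg/mL. Of these, 0 were lower over 5-fold in the libraries labelled 0 μg/mL, in the main comparison and in all 15 alternatives. With the direction turned, 1271 pass.

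Table S5 lists 21 genes for PMK-1, 10 for DAF-16 and 3 for SKN-1 among the paper's downregulated immune genes at 0 μg/mL. Of each list, 0 genes were lower over 5-fold here, in the main comparison and in all 15 alternatives. With the direction turned, 20, 9 and 3 pass.

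In what follows, 1 standard error is a yardstick of size and not a test, since the paper's values and those here share libraries. For C05A9.1, the paper's log2 fold change at 0 μg/mL in Table S1 is -3.69. The value here was 4.39 for 0 relative to 5 μg/mL, which is -4.39 with the direction turned (standard error 0.32), and it differs by more than 1 standard error in all 13 alternatives that give it. In a comparison chosen after the values were seen, over the genes of the deposited table, it was -3.70 with that first column in place of library A, which does not differ, and -4.34 with library A. That column holds 10 counts of the gene, where library A holds 3. With the direction turned, the other 4 genes that the paper uses as markers lie within 1 standard error of the paper's values, which are -4.43 for F55G11.8 (-4.31 here), -4.35 for C17H12.6 (-4.65 here), -3.87 for C32H11.4 (-3.56 here) and -2.38 for R03D7.6 (-2.47 here). Of the 13 alternatives, those that differ are RLE size factors, the replicate block and leaving out library A or B labelled 0 μg/mL or B labelled 5 μg/mL for C32H11.4. For C17H12.6 they are leaving out A labelled 0 μg/mL or B labelled 5 μg/mL, for F55G11.8 leaving out B labelled 5 μg/mL, and for R03D7.6 library totals.

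The paper states that immune and metabolic genes fall in animals grown without cholesterol supplementation and rise on high cholesterol. Over the 1904 tested genes that Table S1 lists for 0 μg/mL, 0 had the paper's direction as the libraries are labelled and 1904 had the opposite direction. With the direction turned, the log2 fold changes differed from the paper's by a median of 0.29. Over the 1915 listed genes tested within the deposited table, the median was 0.31 with library A and 0.04 with the first column of that table in its place.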

Other observations

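Of the tests in this part, those on exchanged labels by the implied level at 20 μg/mL, on gene length and on the sperm gene families were set before their results were seen, and the others were chosen only after.

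The genes that Table S1 lists as downregulated at 0 μg/mL were higher in the libraries labelled 0 μg/mL, and those it lists as upregulated were lower. Across the 1904 tested genes, the log2 fold changes correlated with those of Table S1 at -0.978 (genes are not independent replicates). Of the log2 fold changes in Table S1 for 0 μg/mL, 2322 of 2322 equal, within 0.01, the log2 ratio of the mean of the columns headed 5 to the mean of the columns headed 0 in the authors' deposited table. A candidate explanation is therefore that Table S1 gives 5 relative to 0 μg/mL. A single library with a wrong label is argued against, since the highest correlation of log2 values between libraries of different groups was 0.908 and the lowest within a group was 0.983. An exchange of the labels of both groups, in the counts and in the deposited table alike, stays open. If the libraries labelled 0 μg/mL were the control, the folds of Table S1 for 20 over 5 μg/mL would imply 4458380 CPM at 20 μg/mL over the 1434 listed and tested genes, which is above the 1000000 CPM that a library holds. Taken from the libraries labelled 5 μg/mL, the implied level is 74445 CPM, and the libraries labelled 0 μg/mL hold 89688 CPM in these genes. This cannot be told apart from an exchange in which the 20 μg/mL comparison had controls in another state, because those controls were not analyzed here.

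Only the genes that Table S1 lists as upregulated at 20 μg/mL were compared with the paper's values for that concentration. In these genes, the libraries labelled 0 μg/mL differed from those labelled 5 μg/mL much as the paper's 20 μg/mL animals did. The list of 391 genes downregulated at 20 μg/mL was not compared. Over the 1434 tested genes that Table S1 lists as upregulated at 20 μg/mL, the log2 fold changes correlated with the paper's values for 20 over 5 μg/mL at 0.983 across genes, with medians of 4.10 here and 3.99 in Table S1 and a median absolute difference of 0.20. These genes were selected for a rise at 20 μg/mL, and 387 of them had 3 or fewer counts over the libraries labelled 5 μg/mL. Whether the comparisons share their control libraries could raise this correlation. In 10 simulated pairs of unchanged groups against 1 control the mean correlation across all genes was 0.505. There, 0 genes were over 5-fold higher in an unchanged group, so 0 were shared. This follows from drawing the control and both groups from the same means. A shared control that itself differed from both groups was not simulated, so the simulation does not argue against shared genes arising that way. The set tests passed p under 0.05 in 10 of 10 such pairs. The controls of the 20 μg/mL comparison were not analyzed here, which keeps open whether the libraries are shared.

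In all, 3209 genes differed over 5-fold between the groups. A difference in depth is argued against by the ratio of 1.00 between median totals. The vit- genes held 11.7% to 12.3% of the counts at 5 μg/mL and 2.56% to 2.69% at 0 μg/mL, but without them 3134 genes were over 5-fold. Over the 12545 genes tested both with and without them, 3186 became 3131. A trend on gene length is argued against by the 3269 genes left after its removal, where the same genes gave 3176 before it. Counting libraries B and C as separate samples is argued against as the cause, since with the libraries as 1 sample 3407 of 13272 tested genes were over 5-fold, and 3098 of the same 12595 genes that gave the 3209. What the tables leave open is the stage of the animals. The msp- and spe- genes, 61 tested, had a median log2 fold change of 6.96, and of the 59 members past an adjusted p under 0.05, 57 were higher and 2 were lower in the libraries labelled 0 μg/mL. As a hypothesis, the animals behind the libraries labelled 0 and 5 μg/mL may have been at different points between the L4 stage and adulthood. The lower vit- and higher col- genes go with such a difference, but which group was further on was not tested. The stage was not recorded per library, and the cholesterol concentration itself stays open as a biological explanation, untested. The paper itself proposes that larval development may have differed slightly between its populations. It reports no effect on a col-19 reporter, whereas the RNA of col-19 was higher here in the libraries labelled 0 μg/mL.

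Libraries B and C labelled 5 μg/mL had a chi-square of 1.01 per degree of freedom, while the lowest of the other pairs had 9.59. A candidate explanation is 1 library deposited or sequenced as 2. Among the libraries labelled 0 μg/mL, A stood apart, with 90.5 against B and 82.2 against C. No biological explanation was tested for either.

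In the authors' deposited table, the first column headed 5 was not made from the counts deposited for library A. The same library counted again is argued against, because the column was no closer to library A (chi-square of 15.7 per degree of freedom) than to library B (13.9). Another library of animals at 5 μg/mL is a candidate explanation, since its lowest correlation with a library labelled 5 μg/mL was 0.990 and its highest with a library labelled 0 μg/mL was 0.846. The log2 fold change of C05A9.1 for 5 relative to 0 μg/mL was -3.70 with this column and -4.34 with library A over the same genes, against the paper's -3.69. Another first library in the authors' group at 5 μg/mL is thus a candidate explanation for that difference, although Table S1 was made from this column, so that its closeness to the column follows largely from how it was made.

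Other genes of the paper's model were measured in the same libraries. The nhr-8 gene had a log2 fold change of 1.23 (standard error 0.28, edgeR adjusted p = 0.00379) for 0 relative to 5 μg/mL, and chup-1 of -1.50 (standard error 0.22, edgeR adjusted p = 0.000317). With libraries B and C labelled 5 μg/mL summed to 1 sample, the edgeR adjusted p was 0.0141 for nhr-8 and 0.00107 for chup-1. No difference was detected for pmk-1, at 0.41 (standard error 0.28, edgeR adjusted p = 0.213), daf-16 at -0.25 (edgeR adjusted p = 0.288), daf-36 at 0.39 (edgeR adjusted p = 0.264) or lys-6 at 0.34 (edgeR adjusted p = 0.498). The daf-2 and skn-1 genes were lower at 0 μg/mL, by -1.08 and -0.94, and elt-2, kgb-1, dbl-1, daf-12 and daf-9 were higher, by 1.52, 1.38, 1.63, 1.76 and 3.03, each at an edgeR adjusted p under 0.05. The irg-1 gene had 2 counts over the libraries labelled 5 μg/mL and 110 over those labelled 0 μg/mL, a ratio of 45.6-fold with a counting interval of 12.3 to 381. For irg-2, which the filter left out, the counts were 3 and 46, a ratio of 12.7-fold with an interval of 4.08 to 63.8, and sms-5, also left out, had 10 and 22 counts. Among families, 67 of 87 tested clec- genes were higher and 10 lower at an adjusted p under 0.05, with a median of 1.75, while the sum of the family was 4433 ± 348 CPM (SD, n = 2) at 5 μg/mL and 4425 ± 367 CPM (SD, n = 3) at 0 μg/mL. All 6 tested irg- genes were higher, with a median of 3.06. None of these family medians changed sign under RLE size factors or library totals.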
